A study of Gallus gallus with 46 samples. Its data were reported in "Multi-tissue transcriptomic study reveals the main role of liver in the chicken adaptive response to a switch in dietary energy source through the transcriptional regulation of lipogenesis" (2018).

How the data were processed

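Liver RNA was measured in 46 male chickens on single-colour Agilent microarrays with 60-base probes, 1 array per bird. The labels of the samples give the diet and a replicate number. By these labels 22 birds received the LF diet, rich in starch and poor in fiber and lipid, and 24 received the HF diet, in which starch was partly replaced by lipid and fiber. The birds belonged to a fat and a lean line, but the labels of the samples do not give the line of a bird. Line and its interaction with diet were therefore not analysed here, and any difference between lines stays in the spread between birds of a diet.

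Per the file headers, each array was scanned and read with Agilent Feature Extraction, which gives each spot's intensity after background subtraction and spatial detrending, together with flags for spot quality. These intensity values as deposited were not normalized between arrays. The authors' table of the whole series holds log2 values of 37329 probes in 46 columns, all of which were matched to samples by name. On comparison with the scanner files, for at least 99.8% of its probes on every array it held, within 0.001 log2, the log2 of the spot's median intensity with the background still included, shifted by 1 constant per array. The remaining probes were not followed up. The study's methods state a filter on flags, a log2 transformation, removal of arrays of poor quality and median centring by array, which the authors applied before the table was deposited.

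Values were recomputed from the scanner files in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The background-corrected signal of the 61350 spots that were not controls was log2 transformed. Spots with a non-uniformity or manual flag were set missing, and the spots of the 811 probes printed more than once were averaged, which left 60539 distinct probes. A probe was kept if at least 80% of its spots in at least 1 diet were free of these flags and well above background. The study's methods state this rule for genes and conditions, and here it was applied to probes and diets. This left 44228 probes, with 289 missing values among them, and 39226 probes were well above background on all 46 arrays. Each array was then centred on its median over the kept probes. All levels below are log2 signals relative to that median, and levels of different probes cannot be set against each other.

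Gene names came from the name column of the files and from a table of chicken gene symbols, synonyms and RefSeq accessions, in which 35771 of the 60539 probes found a name, for 14227 genes. The remaining 24768 probes were tested without a name. Of the kept probes 28414 had a name, and they stood for 11545 genes, of which 7809 had several kept probes. The value of a gene is that of its kept probe with the highest mean signal over all arrays, a choice made without the diet. Positions are those the files give for the galGal3 build. No annotation of that build was used here, so the part of a gene under a probe is not given.

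Diets were compared per probe with limma's lmFit and eBayes, with diet as the only term. A probe was called where the Benjamini-Hochberg adjusted p was under 0.05 and the fold change was at least 1.2, and in the count over all genes a gene was called where at least 1 of its probes was. Genes of the lists and genes named below were judged by their brightest kept probe, and where another probe decided otherwise this is said. All p-values are two-sided unless stated. The model follows the study's methods except for the line. These name an analysis of variance, with limma beside it, and with diet as the only term a plain analysis of variance is the same as a t-test with equal variances. Gene lists were tested with limma's camera with its preset correlation between genes, and beside it with camera's estimated correlation and with fry, where at least 5 genes of a list were measured. Correlations across birds were tested with 100000 permutations, with the Benjamini-Hochberg adjustment over the pairs of a family. For called genes, the sign of the brightest other kept probe that did not overlap the called one was set against those of the 100 next dimmer and 100 next brighter probes of other genes. The number of birds limits the precision of every value.

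The lists of genes from the study's text cover fatty acid synthesis, fatty acid activation, triglyceride synthesis and secretion, glucose and glycogen metabolism, transcription regulators, 2 lipogenic regulators the study did not list as changed, fatty acid oxidation and a group of neighbours on chromosome 19. The other lists, written from general knowledge, cover cholesterol synthesis, a wider set of mitochondrial beta-oxidation genes, glycolysis, gluconeogenesis, ribosomal proteins, and markers of red blood cells, pancreas, adipose tissue and lymphocytes. Of 52 genes from the study's text 50 were measured. ACSL6 had no probe past the filter, and no probe was found under the name NRIP1.

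The genes named are those of the lists from the study's text and, by the log2 change, the 5 largest increases and 5 largest decreases among called genes with a symbol whose kept probes all changed in 1 direction. That placeholders made of LOC and a number do not count as symbols was settled after the values were seen, and it decides which genes are among the 5 largest decreases. This gave 59 genes, of which 1 is not reported here by name. Any other gene named below was chosen after its values were seen. The groups, the tests of diet, gene lists, correlations and components, the gene lists, this rule and the settings to be varied, except for the 4 named as later ones, were fixed before the data were examined. The correlations on either side of gaps in MLXIPL, the test on other probes of a gene and the further tests named below as later ones were chosen after the values were seen.

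The settings varied were centring on the 75th percentile, quantile normalization, normexp background correction with an offset of 50 followed by quantile normalization, the authors' table, no filter, only probes well above background on all arrays, a plain analysis of variance in place of limma's moderated test, slide as a block, replicate number as a block, 2 components of the residuals as covariates, other fold change thresholds, each replicate number left out, and the mean of all kept probes of a gene. Chosen only after the data were seen were the array column as a linear covariate, the side of the slide as a block, centring on 8 spike-in control probes (meant for RNA added to a sample before labelling), and leaving out spots in a dark or bright patch. A spot was taken to lie in a patch where at least 25% of the kept spots within 6 rows and 3 columns were over 2 log2 below, or above, the median of their probe.

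The 46 arrays lay on 6 slides scanned on 3 days, and each slide held 4 HF arrays and 3 or 4 LF arrays, so slide and scan day were not confounded with diet. The arrays of a slide lie in 4 columns. All 22 LF arrays lay in column 1 or 3 and all 24 HF arrays in column 2 or 4, so the layout does not separate an effect that differs between neighbouring columns from the diet. Arrays of the same replicate number lay on the same slide. The deviations of LF and HF birds of the same number from their diet means correlated for all 12 numbers, with r from 0.204 to 0.597 and a median of 0.336, against a median of -0.011 for different numbers. A slide effect would give such correlations too, and 7894 of 44228 probes passed the adjusted p threshold for slide. The correlations therefore cannot tell pairing by number from sharing a slide. The main fit leaves the number out, and the fit with the number as a block is given as an alternative. No 2 arrays held identical values, and the highest correlation between 2 arrays was 0.988.

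The fit was tested on simulated data for the comparison of HF with LF over 44228 probes, of which 200 were changed. It recovered 72 of 100 probes changed by 0.5 log2 and 95 of 100 changed by 1 log2, with 6 false calls among 173. The correlation test was tested on simulated data for 46 birds. It gave a p under 0.05 for 15 of 200 unrelated pairs, and the count of related genes found all 200 of those simulated as related and 0 of 2000 unrelated ones. The related genes were simulated well above the cut of 0.8 and the others as independent, so this outcome was nearly fixed in advance. It does not show how reliable the count is for genes near the cut.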

Results

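Hepatic expression was compared between chickens fed the HF diet and chickens fed the starch-rich LF diet, to ask how liver transcripts change when dietary starch is partly replaced by lipid and fiber. Arrays of 22 LF birds and 24 HF birds were used. Between 72.1% and 87.0% of the spots of an array were well above background, and 0 spots were saturated or carried a manual flag. After filtering, 44228 probes and 11545 named genes were compared.

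The diet effect was tested over all kept probes. With limma, 1038 probes differed between the diets at an adjusted p under 0.05 and a fold change of at least 1.2. Of these, 283 (27.3%) were higher and 755 were lower in HF than in LF. They stood for 383 genes, of which 120 were higher and 263 lower, together with 363 probes without a gene name. With slide as a block the counts were 1232 probes and 455 genes. The alternative that moved them most was centring on the spike-in controls, chosen after the data were seen, which gave 4169 probes, of which 78 (1.87%) were higher and 4091 lower. Relative to the median probe these controls were 0.16 log2 higher in HF, so this centring moved the median change of all probes to -0.15 log2. All directions below are relative to the median of all probes. Under the 14 settings in which probes were refitted, spike-in centring included, no called probe changed its direction where it was tested.

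The genes of fatty acid synthesis named by the study were examined first. All 7 were lower in HF, and 6 passed both thresholds. The largest decrease was that of SCD, which encodes stearoyl-CoA desaturase (probe A_87_P058321, chromosome 6, 18573717 to 18573776, minus strand, galGal3). Its log2 signal was 5.06 ± 0.66 (SD, n = 22) in LF and 2.22 ± 1.41 (SD, n = 24) in HF. The change was -2.84 log2 (SE 0.32, limma adjusted p 3.1e-08), which is 7.15-fold lower. SCD was below the LF mean in 24 of 24 HF birds and lower in HF on 6 of 6 slides, and its 4 probes fell by 2.84 to 3.18 log2. FASN, which encodes fatty acid synthase (chromosome 18, 4943281 to 4943340), was at 8.88 ± 0.20 in LF and 7.88 ± 0.56 in HF, a change of -0.998 log2 (SE 0.12, adjusted p 2.49e-07), with 22 of 24 HF birds below the LF mean. ACACA, encoding acetyl-CoA carboxylase (chromosome 19, 8406739 to 8406798), changed by -0.75 log2 (SE 0.13, adjusted p 0.000153). The changes of ME1, ACLY and ELOVL6 were -0.76, -0.52 and -0.45 log2, with adjusted p-values of 0.0091, 0.000276 and 0.0032. Of the 4 ELOVL6 probes 3 passed. The remaining one, with a spot in a dark patch on 1 LF array, was at -0.22 log2 (adjusted p 0.675). ACLY had no value on 1 LF array, of replicate number 12, where its spot lay in a dark patch. The authors' table keeps a low value there, and with that table ACLY did not pass by this probe, at an adjusted p of 0.688. From the scanner files all 7 kept ACLY probes passed, with changes from -0.80 to -0.52 log2, the brightest probe changing least. ELOVL3 changed by -0.52 log2 at an adjusted p of 0.0519, just outside the threshold, and it passed under 11 of the 15 alternatives tried for single genes.

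**Figure D1:**
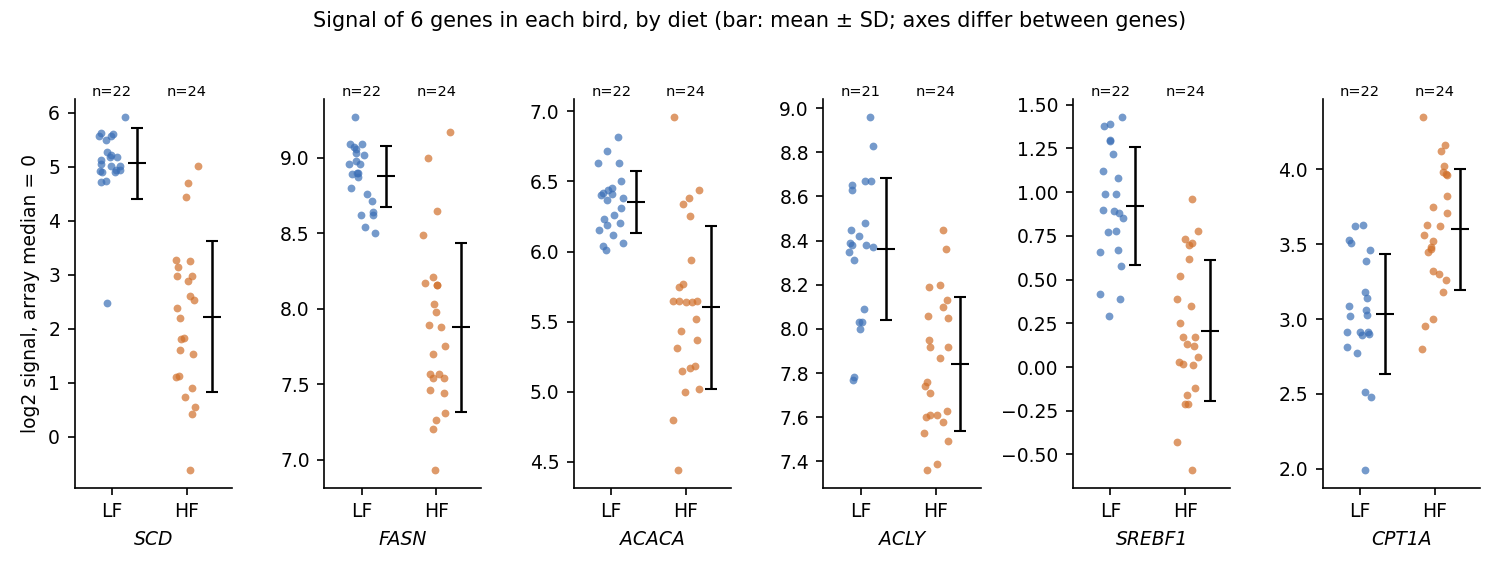
Log2 signal of 6 genes in each bird, relative to the median of the array, for LF (n = 22, for ACLY n = 21) and HF (n = 24), with the mean and SD as a bar and an axis of its own for each gene. SCD reached from -0.62 to 5.01 in HF, while in LF 1 bird lay at 2.47 and the others at 4.71 or higher.

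Triglyceride synthesis and secretion moved in the same direction. All 8 genes of this list passed and were lower in HF, from -0.52 log2 for MTTP to -1.17 log2 for ACSBG2, and with these were GPAM, AGPAT2, DGAT2, LPIN1, PLIN2 and PNPLA3. For DGAT2 and MTTP 2 of 3 probes passed, and the remaining probes were lower at adjusted p-values of 0.375 and 0.324. AGPAT2 (chromosome 17, 8427726 to 8427785) was at 6.57 ± 0.21 (SD, n = 22) in LF and 5.93 ± 0.24 (SD, n = 24) in HF, and it had the smallest adjusted p of the named genes, 6.97e-09, with all 24 HF birds below the LF mean. PNPLA3 changed by -0.999 log2 (adjusted p 0.0352), and with the replicate number as a block its adjusted p was 0.052. Of the fatty acid activation genes, ACSL3 passed at -0.37 log2 (adjusted p 0.00817). The brightest ACSL5 probe did not pass, at -0.48 log2 (SE 0.32, adjusted p 0.599). On 1 LF array, of replicate number 11, its spot read 0.68 in a dark patch, against 7.40 or more on the other LF arrays. With the spots in patches left out ACSL5 was at -0.80 log2 (adjusted p 2.12e-08), and its other probe passed on all arrays at -0.95 log2 (adjusted p 1.62e-06). Without SCD, the 14 called genes of these 3 lists were 1.68-fold lower on average.

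**Figure D2:**
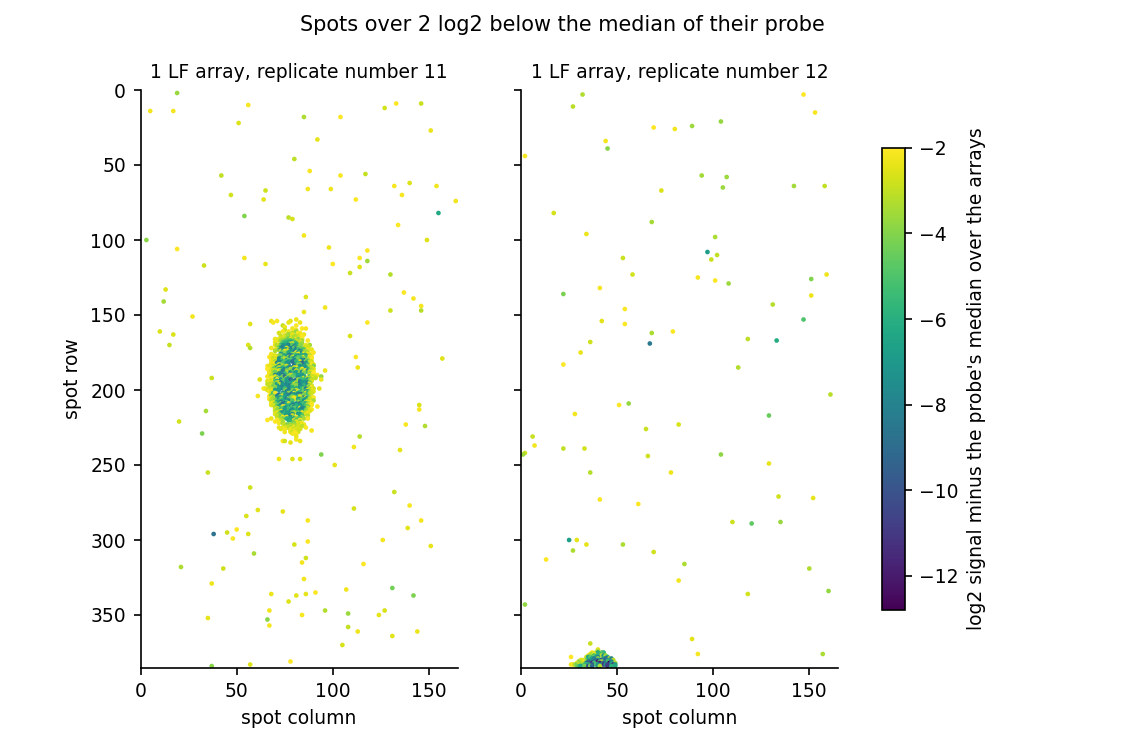
Spots over 2 log2 below the median of their probe, drawn by spot column and spot row on 2 LF arrays, those of replicate numbers 11 and 12 with such a patch, coloured by log2 distance from the probe's median. On the array of number 11, 793 of 961 such spots lay in 1 patch, and on that of number 12, 102 of 194.

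In the list on glucose and glycogen, 4 of 6 genes passed by their brightest probe, all lower in HF. UGP2 (chromosome 3, 9488817 to 9488876) was at 8.59 ± 0.41 (SD, n = 22) in LF and 8.03 ± 0.45 (SD, n = 24) in HF, a change of -0.57 log2 (SE 0.13, adjusted p 0.00463), with 22 of 24 HF birds below the LF mean. DLAT changed by -0.62 log2 (adjusted p 0.00081), PGM1 by -0.31 (adjusted p 0.000451) and HKDC1 by -0.59 (adjusted p 0.0476). Of the DLAT probes 3 of 4 passed, and of the HKDC1 probes 1 of 2. The remaining probes were lower at adjusted p-values of 0.789 and 0.0519. HKDC1 no longer passed under 4 alternatives, with adjusted p-values of up to 0.107. PGM2 at -0.25 log2 (adjusted p 0.0548) and PDHB at -0.37 log2 (adjusted p 0.0775) did not pass by their brightest probe, although 5 of 7 probes of PGM2 and 1 of 3 probes of PDHB did.

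The transcription regulators were compared next. Of 14 measured, 9 passed by their brightest probe and all 9 were lower in HF. SREBF1 (chromosome 14, 4933188 to 4933247) was at 0.92 ± 0.34 (SD, n = 22) in LF and 0.21 ± 0.40 (SD, n = 24) in HF. Its change was -0.72 log2 (SE 0.11, adjusted p 1.7e-05), and 23 of 24 HF birds lay below the LF mean. Its second probe was well above background on 22 LF and 21 HF arrays and did not pass, at -0.61 log2 (adjusted p 0.0695). CEBPA changed by -0.72 log2 (SE 0.08, adjusted p 6.52e-08) and TADA2A by -0.82 log2 (SE 0.11, adjusted p 2.87e-06). The others were PPARD, TRIP11, JUN, BACH1, LIMD1 and FOXK2, between -0.57 and -0.30 log2. Only 1 of 4 LIMD1 probes and 1 of 3 FOXK2 probes passed both thresholds, and their remaining probes were lower without passing. PPARD and TRIP11 did not pass with normexp, at adjusted p-values of 0.0745 and 0.0969, or with the authors' table, at 0.0826 and 0.0694. HIF1A had an adjusted p of 0.00987 but a change of -0.25 log2, under the fold threshold, and 1 of its 7 probes passed, at -0.33 log2 (adjusted p 0.00106). KAT2B was lower without passing by its brightest probe, at -0.14 log2 (adjusted p 0.457), while 1 of its 4 probes passed, at -0.29 log2 (adjusted p 0.0384). ATF3 and HHEX were lower, and no probe of theirs passed. ESR2 changed by 0.40 log2 (adjusted p 0.0784), with 22 of 24 HF birds above the LF mean. It passed with normexp, with the authors' table, with slide or the side of the slide as a block, and with the residual components. With the replicate number as a block it passed too, at an adjusted p of 0.0227, and under the remaining settings it did not. ATF3 and ELOVL3 also passed with that block, at 0.00883 and 0.00761. NR1H3 changed by 0.10 log2 (SE 0.06, adjusted p 0.533), and by -0.07 log2 with spike-in centring. MLXIPL changed by -0.39 log2 (SE 0.32, adjusted p 0.708). Neither had an unadjusted p under 0.05, and neither passed by plain analysis of variance. Among the settings tried, MLXIPL passed only with the array column as a linear covariate, which mixes the side of the slide with the diet.

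For fatty acid oxidation, 1 of 7 genes passed. CPT1A (chromosome 5, 17858306 to 17858365) was higher in HF, at 3.60 ± 0.40 (SD, n = 24) against 3.03 ± 0.40 (SD, n = 22) in LF. The change was 0.57 log2 (SE 0.12, adjusted p 0.00201, 1.48-fold), with 21 of 24 HF birds above the LF mean, and 3 of its 5 probes passed while the other 2 lay between -0.06 and 0.01 log2. ACADL, ACADS, EHHADH, ACOX2 and ACOX3 changed by -0.05 to 0.16 log2 with adjusted p-values of 0.553 or more. The signs of ACADS and ACOX3 depended on the scaling, since spike-in centring gave -0.05 and -0.01 log2, and so did that of EHHADH, at -0.004 log2 here and 0.009 log2 with quantile normalization.

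Over all 50 measured genes from the study's text, 31 passed by their brightest probe, 30 of them lower and 1 higher in HF, and 36 had at least 1 probe past. Adjusted over the list alone, 35 passed, 33 lower and 2 higher. The study chose these genes on the same birds, so neither count is independent evidence. The count moved most with spike-in centring, to 38. By limma on the brightest probe, 1 gene passed in the other lists: PCK1, of 3 measured genes of gluconeogenesis. In the remaining 8 lists, 0 of 91 genes passed by that probe, 6 had an unadjusted p under 0.05, and 0 passed by plain analysis of variance. Another probe passed for 2 of the 91, INSIG1 (1 of 4 probes) and STARD4 (2 of 3 probes), both lower in HF and both of the cholesterol synthesis list. The brightest STARD4 probe had an SD of 1.90 in LF against 0.34 in HF. Single spots in dark patches were looked up only for genes from the study's text, so whether a patch touched this probe is not known. Adjusted over the list alone, 3 of 4 adipose markers, 1 of 16 cholesterol synthesis genes and 1 of 5 pancreas markers passed, and none of the 29 ribosomal protein, 12 glycolysis, 9 wider beta-oxidation, 7 red blood cell or 9 lymphocyte genes did.

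Of the 13 lists large enough for camera, 5 shifted to lower values in HF. These were triglyceride synthesis and secretion (adjusted p 1.56e-23), fatty acid synthesis (3.2e-19), transcription regulators (1.86e-18), chromosome 19 neighbours (2.06e-12), and glucose and glycogen (7.55e-11). All 5 held with an estimated correlation between genes, at adjusted p-values from 8.72e-07 to 0.000155, and with fry. All 5 are lists from the study's text, which chose its genes on the same birds, so these p-values are not independent evidence either. The red blood cell markers and the lymphocyte markers both had an adjusted p of 0.0518, and with fry 0.363 and 0.039. With slide as a block these were at 0.0482 and 0.0811. Fatty acid oxidation was at 0.0869, and at 0.0498 with fry. With the replicate number as a block fry gave 0.0771 for fatty acid oxidation and 0.115 for the lymphocyte markers, so that it called 5 lists in place of 7. For cholesterol synthesis, wider beta-oxidation, glycolysis, ribosomal proteins and pancreas markers the adjusted p lay between 0.124 and 0.437. The number of lists moved most with the array column as a linear covariate, chosen after the data were seen, which gave 10.

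The largest changes among called genes with a symbol were then listed. Among genes with only a LOC placeholder, which the rule leaves out, LOC769138 changed by -2.92 log2 (adjusted p 3e-09). It fell further than the brightest SCD probe, but lay within the range of the 4 SCD probes, -3.18 to -2.84 log2. LOC423766, LOC422150 and LOC417380 changed by -2.02, -1.92 and -1.89 log2. LOC769138 and LOC422150 were each well above background on 22 LF and 20 HF arrays. The LOC423766 probe lay 3 kb from that of SCD on the same strand, and the 2 names may stand for 1 gene. Of the genes with a symbol, the largest decreases after SCD were those of WDPCP at -2.49 log2 (SE 0.35, adjusted p 3.79e-06), PCK1 at -1.61 (SE 0.36, 0.00468), ANGPTL4 at -1.58 (SE 0.28, 0.000212) and ANGPTL6 at -1.36 (SE 0.37, 0.027). WDPCP was well above background on 22 of 22 LF and 20 of 24 HF arrays, and ANGPTL6 on only 18 LF and 10 HF arrays. The 5 largest increases were those of NOXO1 at 1.59 log2 (SE 0.36, adjusted p 0.00545), TC2N at 1.43 (SE 0.21, 1.06e-05), ABCB1LA at 1.36 (SE 0.38, 0.0316), CAMK1D at 1.10 (SE 0.21, 0.000534) and CYP8B1 at 1.06 (SE 0.28, 0.02). NOXO1 was well above background on 18 LF and 23 HF arrays. Each of these 9 genes moved in its direction on 5 or 6 of the 6 slides. ABCB1LA and ANGPTL6 did not pass without the filter on dim probes, at adjusted p-values of 0.0513 and 0.132, and ABCB1LA also not with the array column as a covariate, at 0.274.

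Whether lipogenic genes vary with their regulators from bird to bird was tested on 20 pairs. SREBF1 correlated with ACLY (r 0.85, rho 0.864, n = 45), ACACA (r 0.736, rho 0.75, n = 46), FASN (r 0.78, rho 0.758, n = 46) and SCD (r 0.751, rho 0.782, n = 46). Each of these r and rho had a permutation p of 1e-05, the smallest the permutations can give, and 5e-05 after adjustment over the 20 pairs. Without the 2 birds farthest on SREBF1, r was 0.838, 0.746, 0.786 and 0.775 in the same order. Within single slides r lay from 0.821 to 0.924 for ACLY, from 0.565 to 0.859 for ACACA, from 0.495 to 0.921 for FASN and from 0.524 to 0.923 for SCD. Within LF birds r was 0.68, 0.266, 0.445 and 0.446, and only ACLY passed the adjustment (permutation p 0.00098, adjusted 0.0098). Within HF birds r was 0.772, 0.627, 0.596 and 0.472, with adjusted permutation p-values of 0.0008, 0.0103, 0.0126 and 0.0996.

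**Figure D3:**
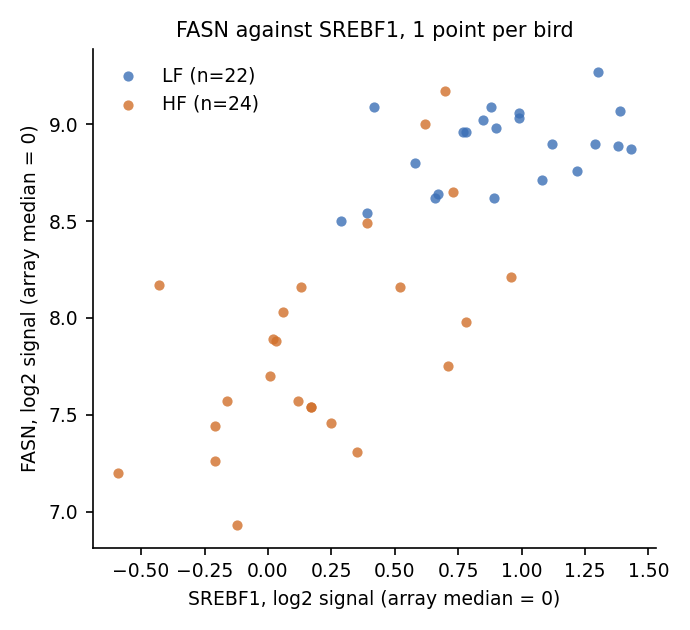
FASN against SREBF1, both as log2 signal relative to the median of the array, with 1 point per bird in LF (n = 22) and HF (n = 24). The pooled r was 0.78, and within LF and HF it was 0.445 and 0.596.

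In all, 13 of the 20 pairs had an adjusted permutation p under 0.05 across birds, and after the diet means were removed 4 did, the setting that moved the count most. These 4 were the pairs of SREBF1, with r of 0.727 for ACLY, 0.518 for ACACA, 0.532 for FASN and 0.451 for SCD. JUN correlated with all 4 genes across birds (r 0.457 to 0.555, rho 0.461 to 0.562, r 0.41 to 0.537 without the 2 farthest birds, adjusted permutation p 0.00028 to 0.00349). Within slides these pairs had r from 0.259 to 0.893. Within LF they had r from 0.107 to 0.315 and within HF from 0.206 to 0.37, and none of these passed. PPARD correlated with ACLY (r 0.547, rho 0.524, adjusted permutation p 0.0003), SCD (r 0.403, rho 0.459, 0.0117) and FASN (r 0.368, rho 0.397, 0.0223), and not with ACACA (r 0.254, rho 0.282, 0.0996). Without the 2 farthest birds these r were 0.495, 0.397, 0.397 and 0.237, and within slides they lay from 0.201 to 0.906. Within HF, however, the 4 r of PPARD lay between -0.267 and -0.046, and within LF between 0.161 and 0.697, where only ACLY passed (adjusted 0.0098), and by rho it did not (adjusted 0.322). With the diet means removed, r of PPARD was 0.355 with ACLY, -0.104 with ACACA, -0.021 with FASN and 0.019 with SCD.

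NR1H3 had negative r with all 4 genes, from -0.331 to -0.215 (rho -0.381 to -0.261, r -0.43 to -0.309 without the 2 farthest birds). Only ACACA passed, at an adjusted permutation p of 0.0385, and r with it ran from -0.734 to 0.229 within slides, was -0.072 within LF and -0.283 within HF. By rho, SCD passed too, at 0.0161. MLXIPL had r of 0.248 to 0.331 (rho 0.175 to 0.266, r 0.19 to 0.327 without the 2 farthest birds), and only ACACA passed by r (adjusted permutation p 0.0385), but not by rho (0.0923). Within slides r with ACACA was 0.1 to 0.82. Within LF r was -0.148 with ACLY, 0.164 with ACACA, -0.056 with FASN and -0.1 with SCD, and within HF it was 0.449, 0.346, 0.269 and 0.362 in the same order, with adjusted permutation p-values of 0.118 or more. The MLXIPL values left a gap from -0.33 to 0.70 in HF, with 10 birds below and 14 above, and a smaller one from 0.49 to 1.04 in LF, with 8 below and 14 above. On either side of these gaps, a split chosen after the values were seen, r ran from -0.613 to 0.818, and none of the 16 passed the adjustment over them (exact permutation p for the 8 birds, permutation p for the others, adjusted 0.148 or more), with few birds on each side. With diet and slide means removed, 8 pairs passed, which included MLXIPL with ACACA (r 0.487, adjusted permutation p 0.00325), FASN (r 0.433, 0.0072) and SCD (r 0.47, 0.00456).

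Expression around ACACA on chromosome 19 was examined because the study named a group of neighbours there. C19H17orf78 (8512646 to 8512705, plus strand) was at -1.13 ± 0.52 (SD, n = 22) in LF and -2.42 ± 0.91 (SD, n = 24) in HF, a change of -1.30 log2 (SE 0.22, adjusted p 8.05e-05). DUSP14 (8553849 to 8553908, plus strand) was at 3.63 ± 0.39 in LF and 2.38 ± 0.57 in HF, a change of -1.24 log2 (SE 0.14, adjusted p 5.19e-08), with all 4 probes past the thresholds. TADA2A (8535751 to 8535810, plus strand) was at 4.26 ± 0.34 in LF and 3.44 ± 0.43 in HF. Of its 3 probes 2 passed, and the remaining one had a spot in the dark patch of the LF array of replicate number 11, where it read -2.94 against 3.66 or more on the other LF arrays. SYNRG and AATF changed by -0.13 and -0.12 log2, with adjusted p-values of 0.8 and 0.754.

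**Figure D4:**
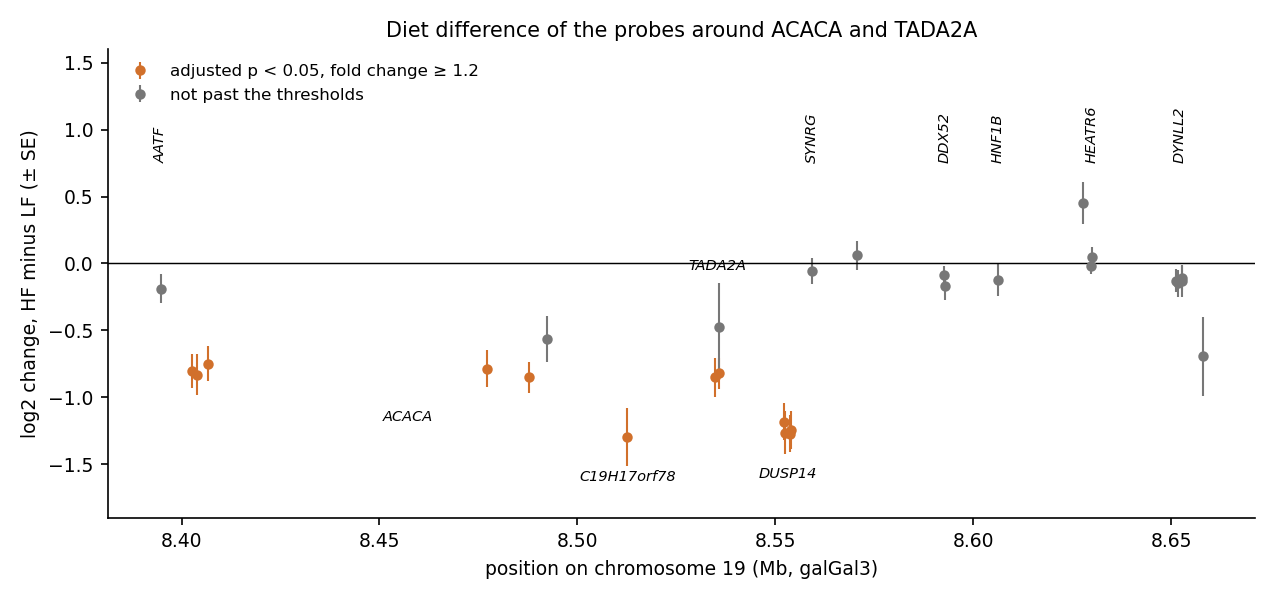
Log2 change (HF minus LF) with its SE of the 28 kept probes from 8389827 to 8658023 on chromosome 19 (galGal3), by position in Mb. The 12 probes past both thresholds lay from 8402621 to 8553908 and were all lower in HF.

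Across birds TADA2A correlated with ACACA (r 0.811, rho 0.783), C19H17orf78 (r 0.916, rho 0.93) and DUSP14 (r 0.854, rho 0.837). Each had a permutation p of 1e-05, the smallest possible, and 1.67e-05 after adjustment over 5 pairs. Without the 2 birds farthest on TADA2A, r was 0.796, 0.907 and 0.839. The lowest r within a slide was 0.457, 0.926 and 0.742, and the highest 0.96, 0.977 and 0.95. Within LF, r was 0.203 with ACACA (permutation p 0.366), 0.833 with C19H17orf78 (1e-05) and 0.658 with DUSP14 (0.00078), and within HF it was 0.808, 0.862 and 0.667, all past the adjustment. SYNRG (r 0.148, rho 0.114, permutation p 0.325, adjusted 0.406) and AATF (r -0.054, rho -0.117, permutation p 0.723, adjusted 0.723) did not correlate with TADA2A. Without the 2 farthest birds their r was 0.189 and -0.026. Within LF and HF r was -0.01 and 0.152 for SYNRG and -0.129 and -0.309 for AATF, and within slides it ran from -0.094 to 0.508 and from -0.52 to 0.462. The sign for SYNRG changed to -0.016 with the mean of all probes of a gene.

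Of the 262 other genes lower in HF, 10 had r of at least 0.8 with TADA2A, and these were also the only ones among all 11544 other genes. They were C19H17orf78, SCD, SEC31B, FASN, DUSP14, LOC423766, ACACA, MFSD2A, ACLY and PGM1. With the diet means removed 1 gene kept such an r, C19H17orf78 at 0.844, and with the diet and slide means removed 0 did. With the mean of all probes of a gene the count was 2, and with the spots in patches left out as well it was 12. LOC423766 and SCD had an r of 0.948 with each other after the diet means were removed. Since they may be 2 names for 1 gene, the count of 10 may hold that gene under both.

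Principal components described how much of the spread between arrays went with diet. Of the first 5 components, only component 5 differed between the diets, with 4.64% of the variance, 48.7% of which went with diet (permutation p 1e-05, the smallest possible, adjusted 5e-05). Its mean score was 16.2 ± 15.7 (SD, n = 22) in LF and -14.9 ± 16.8 (SD, n = 24) in HF. Components 1 to 4 held 13.2%, 12.1%, 6.53% and 6.03% of the variance, with adjusted permutation p-values of 0.945, 0.799, 0.227 and 0.18. Of the variance of component 3, 63.1% went with slide. With only the probes above background on all arrays, 3 components differed between the diets.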

Values the study reported

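The study reported 464 genes and 1020 probes that differed between the HF and LF diets in liver, of which 298 genes were lower and 166 were higher under HF, and it counted 11,844 genes as expressed in that tissue. For SCD it gave a 7-fold decrease, and for the remaining genes of fatty acid and triglyceride synthesis an average change of 1.65-fold. It reported r above 0.75 between SREBF1 and each of ACACA, FASN, SCD and ACLY. With ACACA, FASN and SCD, it gave r of 0.48 to 0.51 for PPARD and of 0.54 to 0.62 for JUN. In the order SCD, FASN and ACACA, r was 0.07, 0.02 and 0.12 for NR1H3 and 0.22, 0.3 and 0.32 for MLXIPL, and it called none of these significant. For TADA2A it gave r of 0.82 with ACACA, 0.90 with C19H17orf78 and 0.79 with DUSP14, and 21 decreased genes with r of at least 0.8.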

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

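The settings with the array column as a covariate, the side of the slide as a block, spike-in centring and the spots in patches left out were chosen only after the data were seen. The remaining settings were fixed before that.

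The number of probes past both thresholds stayed between 852 and 1501 under the settings fixed beforehand that used all birds, except that a fold threshold of 1.5 left 405 probes and 143 genes, which follows from its construction. Of the 1038 called probes, 776 of the 925 tested passed with the authors' table, 805 with normexp and 833 with spike-in centring. Leaving out 1 replicate number gave 815 to 990 probes and 311 to 381 genes, with fewer birds in each fit. The array column as a linear covariate gave 3416 probes and 1404 genes, with 45.8% of the probes higher in HF. Since column and diet go together, this covariate mixes the side of the slide with the diet, and its count is not one of diet alone. The side as a block, which is balanced over the diets, gave 1225 probes and 462 genes. Spike-in centring gave 4169 probes and 1616 genes, with 1.87% of the probes higher against 27.3% without it. This follows from the shift of -0.15 log2 it gives all probes.

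With the replicate number as a block the counts were 1365 probes and 509 genes. Among the named genes this block took PNPLA3 over the threshold (adjusted p 0.052) and brought in ATF3 (0.00883), ELOVL3 (0.00761) and ESR2 (0.0227). It changed no other call of a named gene or of a list by camera. By fry it left 5 of 7 lists, without fatty acid oxidation (0.0771) and the lymphocyte markers (0.115). The cause was not tested.

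Of the 40 named genes that passed by their brightest probe, 33 did so under all 15 settings tried for them, wherever they were measured. The other 7 fell short under at least 1 setting, and 10 further genes passed under at least 1. Among the named genes, EHHADH lay so close to 0 (-0.004 log2) that its sign went either way, for example 0.009 with quantile normalization. Other signs changed only with spike-in centring, to -0.07 log2 for NR1H3, -0.05 for ACADS and -0.01 for ACOX3, by the shift it gives all probes. The genes of the study's text that passed numbered 30 to 38.

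Of the lists by camera, 5 shifted in the report, 10 with the array column as a covariate and 8 with the spots in patches left out, which brought in cholesterol synthesis (adjusted p 0.0426), red blood cell markers (0.0426) and lymphocyte markers (0.0361). By fry the lists brought in did not pass with those spots left out, at 0.454, 0.374 and 0.0735 in the same order. The ribosomal proteins turned from lower to higher with quantile normalization (adjusted p 0.329) and with normexp (0.408), and glycolysis with normexp (0.965). They stayed lower and passed with spike-in centring (0.00219) and with the array column (0.0144), where fry gave 0.0127 and 0.128. The lymphocyte markers, higher in HF, also passed under these settings (0.00768 and 0.0419, by fry 0.8 and 0.0198). With only probes above background on all arrays they passed as well (0.0469), but not by fry (0.0822). The red blood cell markers passed under 4 settings fixed beforehand, at 0.0444 to 0.0482, but by fry at 0.279 to 0.374. With an estimated correlation none of the added lists passed under the setting that added it, at adjusted p-values of 0.207 or more. The cause was not tested.

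The 13 pairs of regulators and lipogenic genes became 4 with the diet means removed and 8 with diet and slide means removed. With diet means removed, r was -0.104 for PPARD with ACACA and -0.021 with FASN. With both removed, it was -0.097 for PPARD with ACACA, and for NR1H3 it was 0.074 with ACLY, 0.008 with FASN and 0.079 with SCD. These settings take out the part of r that the diet and the slides give. With the authors' table the number was 8, and 11 without the LF array of replicate number 12, whose ACLY spot lay in a patch and read 2.33 there against 6.60 or more elsewhere. Without that array r of SREBF1 with ACLY rose from 0.381 to 0.851 in that table.

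For TADA2A, the 10 genes with r of at least 0.8 became 1 with diet means removed and 0 with diet and slide means removed. With the mean of all probes of a gene 2 were left, and r with SYNRG was -0.016. That mean takes in the TADA2A probe whose spot lay in a patch on the LF array of replicate number 11, and without the patch spots the count was 12. With only probes above background on all arrays, 3 components differed between the diets in place of 1. The cause was not tested.

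Signal over background limits what can be seen for dim probes. Only 39226 of the 44228 kept probes were well above background on all arrays, and with those alone 981 probes passed. WDPCP, NOXO1 and ANGPTL6 were left out under that filter and have no value in the authors' table.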

Other observations

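The tests on a gradient across slide columns, on other probes of a gene, on neighbouring genes and their strands, on the spike-in controls and on the dark patches were chosen only after the results were seen. The others were fixed before.

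Whether chance splits of the birds give as many calls was tested on 100 splits within replicate numbers, the real one included. Only 1 of 100, the real one, gave as many probes, only 1 gave as many genes, and only 1 gave as many genes from the study's text. The highest of the others gave 7 probes, 4 genes and 1 gene. In 100 splits over all birds, whatever their number, the highest of the others gave 299 probes, 145 genes and 1 gene from the study's text, and again only the real split gave as many as the 1038 probes, 383 genes and 31 genes. Chance can therefore be excluded for the counts of probes and genes. The genes from the study's text were chosen on these birds, which favours the real split, so their count decides nothing. Chance cannot be excluded for the count of 5 lists called by camera with its preset correlation, since 36 of 100 splits gave as many, and 23 of 100 over all birds. That count takes any lists, however far they shift, so it does not test the shift of these 5 lists themselves. With an estimated correlation or with fry, only the real split gave as many lists, 5 and 7, but these too are mostly lists chosen on these birds.

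Diet went together with the column on the slide. A smooth gradient from column to column would give called probes a difference between the sides of the slide, columns 1 and 2 against columns 3 and 4, of the same sign as their diet difference. This held for 39.4% of the 1038 called probes, and over all probes the 2 differences had a correlation of -0.001 across probes, which are not independent replicates. This argues against a gradient as the source of the calls. An effect that alternates between neighbouring columns and differs from probe to probe would not carry over to other probes of a gene, which are other spots. Of 246 called genes with another kept probe that did not overlap the called one, 242 (98.4%) had the same sign in that probe, against 49.8% for probes of other genes of about the same brightness. This argues against such an effect as the source of the calls. A difference in the RNA itself that followed the layout, such as its handling before labelling, was not tested and stays open. The spike-in controls, whose RNA does not come from the birds, were 0.161 log2 higher in HF relative to the median probe (permutation p 0.00639, and 0.00663 within slides), on 5 of 6 slides and in 18 of 24 HF arrays against the LF mean. Whether this small difference comes from position, from the amount of control RNA or from the birds cannot be told apart, because the layout ties position to diet.

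The sides of the slides differed far more than the diets. With diet and side in the fit, 12758 of 44228 probes had an adjusted p under 0.05 for the side, and 9250 of these also reached the fold threshold. The row on the slide gave 0 by limma, with 3181 at an unadjusted p under 0.05. Of the variance of component 2, 70.2% went with the side, while the spike-in controls differed by -0.002 log2 between sides (permutation p 0.977). Of 2119 genes past both thresholds for the side, 85.4% had the same sign in another probe, against 51.4% for probes of other genes of about the same brightness, which argues against a position effect that differs from probe to probe as the main source. The birds belonged to a fat and a lean line, but the labels do not give the line of a bird. Whether line goes with the side was therefore not tested. The layout would allow it, since columns 1 to 4 held 10 LF, 12 HF, 12 LF and 12 HF arrays. The study slaughtered 12 birds of each line on each diet and later discarded outlier arrays. It also reported major effects of line on expression in every tissue it examined. Line is thus a candidate for the difference between the sides, but without the line of each bird this stays open.

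Before centring, the spike-in controls were 0.17 log2 higher in HF (permutation p 0.00222), on 6 of 6 slides, and the median probe differed by 0.009 log2 (permutation p 0.899). This may mean less messenger RNA in the total RNA of HF livers at equal amounts of labelled RNA. More control RNA in HF tubes or a position effect would give the same values, so the explanations cannot be told apart.

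Called genes often lay side by side. Of 7273 pairs of neighbouring measured genes with probes over 10 kb apart, 19 pairs were called in 1 direction, against a median of 3 and at most 12 in 10000 random placings of the calls (one-sided permutation p 0.0001, the smallest they can give). The distance was required after the pairs were seen, since 2 names can stand for 1 gene, as C3orf67 and C12H3orf67 still may here. Besides the group with ACACA, pairs were LOC417380 with FASN, PRSS35 with ME1, SULT4A1 with PNPLA3, and MDH1 with WDPCP and UGP2. Such pairs are a candidate for regulation shared along the chromosome. With diet means removed, the median r of all 21 called pairs was 0.515, against 0.057 for all neighbours, but the pairs were picked by their shared diet effect. For the pairs just named, this r lay from 0.417 to 0.764. It was negative for TRIM24 with AKR1D1 (-0.236), MTTP with DAPP1 (-0.199) and RBBP8 with CABLES1 (-0.118), and 0.031 for MIB2 with LOC419409. Called neighbours would also arise from 1 long transcript read under 2 names. The strands of the probes argue against this for 9 of the 19 pairs, which lie on opposite strands, among them ACACA with C19H17orf78, SULT4A1 with PNPLA3 and PRSS35 with ME1. Random placings gave a median of 1 and at most 8 such pairs (one-sided permutation p 0.0001, the smallest they can give). For the 10 pairs on the same strand it stays open.

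The 363 called probes without a name may in part measure named genes. Of 180 with a position, 56 (31.1%) lay within 5 kb of a called named probe, all with its sign, against 98 of 8680 (1.13%) unnamed probes that were not called. For the other 124 no called named probe was near. On chromosome 19, the unnamed probes at 8402621 and 8403805, chosen after they were seen, lay next to ACACA and changed by -0.80 and -0.83 log2.

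Changes in the authors' table were smaller than those from the background-corrected signal. The ratio of the log2 changes had a median of 0.749 in the dimmest of 4 equal bins of the called probes and 0.99 in the brightest. Background left in the table's values is a candidate explanation, since it shrinks the changes of dim probes most.

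Component 1 did not go with diet. Its scores correlated with the share of spots above background over all arrays, with r 0.32 (permutation p 0.0294) and rho 0.295 (0.0473). Without the 2 farthest arrays r was 0.185. Within LF r was 0.29 (0.189), within HF 0.349 (0.095), and within slides it ran from -0.372 to 0.725. The relation rests on few arrays and argues against this share as the main source of the component. Of the variance of the component, 24.3% went with the side of the slide and 11.15% with slide.

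Dark patches may account for single low values. On 1 LF array of replicate number 11, a region of 1549 spots (2.52% of the array) read low, with a median of -3.05 log2 against the probes' medians, and it touched 700 genes. The scanner's flag had set only 5 of these spots missing. Around the ACSL5 spot, 52 of 66 spots of other genes (78.8%) were over 2 log2 below the median of their probe, against 0.384% outside the patch. For the TADA2A probe it was 85.7%, and for ACLY, on 1 LF array of replicate number 12, 86.7%. Low values at these spots are thus likely technical, as such patches hit unrelated genes alike. No patch of high values was found.

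The bird with the larger patch also had the lowest SCD value in LF, 2.47 against 4.71 or more in the other 21 LF birds, and the lowest share of spots above background, 72.1%. None of its SCD spots lay in the patch. Its FASN value of 8.54 was above the HF mean of 7.88 but the second lowest in LF. Its ACACA (6.01) and ACLY (7.77) were the lowest in LF, and its SREBF1 (0.39) was the second lowest. Its ME1, at 7.57, lay above the third lowest LF value of 7.51. The bird was thus low in LF for several lipogenic genes. At the other end, 3 HF birds had SCD between 4.44 and 5.01. No explanation was tested.

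TADA2A had 10 decreased genes with r of at least 0.8 here. That is lower than the count quoted from the study above. For PPARD with ACACA r was 0.254 here. That is lower than the range quoted from the study above. By less, r was also below the quoted values for PPARD with FASN and SCD, for JUN with ACACA and for SREBF1 with ACACA. For NR1H3, r here was -0.283 with SCD, -0.299 with FASN and -0.331 with ACACA. These are lower than the values quoted from the study above and of opposite sign. The comparisons in this paragraph are not like for like. The study counted among its own decreased genes, while the count here was among 262 other genes lower in HF. Values here were background-corrected and from the brightest probe, while the authors' table still includes background. The study's text does not state which probe stood for a gene in its correlations.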
